A study of Mus musculus with 6 samples. Its data were reported in "The Ly6ghigh Neutrophil Subset Dictates Breast Cancer Lung Metastasis via CD8+ T Cell Death" (2026).

How the data were processed

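CD8+ T cells, the cytotoxic lymphocytes of the adaptive immune system, were isolated from mouse spleen and cultured with or without neutrophil extracellular traps (NETs), webs of DNA, histones and granule proteins that activated neutrophils release. The NET dose was 10 μg/mL. The labels give 3 NET and 3 control samples and call the samples of a group separate biosamples. The study's methods say in general that its experiments were repeated, but no source used here says which of these samples came from separate mice or cultures, so p-values measure the spread between these samples, which may be technical. According to the study's methods, NETs were collected from neutrophils stimulated with phorbol 12-myristate 13-acetate (PMA), a phorbol ester that activates protein kinase C.

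Poly(A) RNA libraries were strand-marked with dUTP and sequenced as paired ends. The genome build named in the submitters' processing notes was mm10; the aligner, the counting program, the annotation and whether counting used the strand were not given in the sources used here. The authors deposited a table of estimated counts per gene, made from the sequenced reads without scaling between libraries, in which 31.6% of the values were whole to 2 decimals. They also deposited a table of FPKM values (fragment counts scaled by the authors for transcript length and library size) for the same genes. Both tables listed 22064 genes by NCBI gene number and symbol. All 6 values were blank for 6459 genes, among them genes that T cells express, so blank rows were treated as missing, not as 0. The other 15605 genes were used. Of the gene numbers, 99.7% matched a RefSeq gene table of GRCm38, the assembly that mm10 names, from which coordinates were taken.

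Estimated counts were rounded to whole numbers. Genes were filtered with filterByExpr (edgeR 4.0.16), which left 12546, and libraries were scaled with the trimmed mean of M values (TMM). NET and control samples were compared with the quasi-likelihood F test of edgeR in R 4.3.3, with group as the only term. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. Levels are TMM-scaled CPM, given as mean ± SD, and a fold threshold of 0.58 on the log2 scale was applied in addition. Errors of fold changes are standard errors taken from the F statistic. Where a group had no count, the fold was computed against a floor of 3 counts per library. With 1 to 3 counts in a group, a ratio with a 95% exact binomial interval was given, which covers counting error only.

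Before the data were examined, 43 gene lists were fixed for pathways and cell types. Mitochondrially encoded genes were not in the tables, so 42 lists were tested with camera (limma 3.58.1) on log2 CPM at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the lists. Camera with an estimated correlation and fry, which tests a list without comparing it with other genes, were run beside it. Genes were named by a rule fixed at the same time. It took the 11 apoptosis genes that the study displayed and 6 genes linked to the mitochondrial permeability pore. It took the 10 highest and 10 lowest fold changes among genes past the threshold with at least 20 CPM in the higher group, no overlap between the groups and no predicted or clone name. For each list described, it took up to 4 members with the smallest adjusted p and members against the direction of the rest, and for lists of other cell types the most abundant members. Prf1, Gzmb, Ifng, Lag3, Pdcd1, Ctla4, Cd3e, Cd8a, Egr1, Cd69, Junb, Cd44, Nfkb1, Lif, Csf2 and Casp8 fall outside this rule and were named after their values were seen. Some genes that the rule took are counted in their lists but not described.

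Library totals lay between 18696355 and 19425700 estimated counts. The chi-square value per degree of freedom between replicates was 2.94 for control samples 2 and 3 and 14.7 to 25.4 for the other pairs. Every pair of replicates thus differed by more than sampling noise, so none was taken as a repeat deposit of another. This does not show that the samples are independent. The fit was tested on simulated counts for this comparison with 200 changed genes among 12431. It recovered 36 of 50 genes changed by 1.5-fold, 44 of 50 changed by 2-fold, 49 of 50 changed by 4-fold and 50 of 50 changed by 8-fold, and called 5 unchanged genes. In a second simulation a list of 20 genes raised by 1.5-fold was called and 0 of 42 other lists were. Genes were drawn independently there, so this does not show how often camera falsely calls lists of correlated genes.

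Alternatives planned before the data were examined were other scalings (relative log expression, upper quartile, library totals, and scaling without the top 1% of genes), other filters, DESeq2 1.42.0, limma-voom, limma on log2(FPKM + 1) and log2(FPKM + 0.1), the replicate number as a block, and leaving out each library. A fit without both libraries numbered 1, and results without Bcl2, were added after seeing the data.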

Results

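Transcript levels in mouse spleen CD8+ T cells were compared between 3 samples exposed to NETs at 10 μg/mL and 3 control samples. Library totals were 19149500, 19425700 and 18846555 estimated counts for NET samples 1 to 3, and 19012527, 18696355 and 19105169 for control samples 1 to 3. In every library the most counted gene was the translation factor gene Eef1a1, which held at most 1.13% of the counts. The first principal component of log2 CPM carried 81.1% of the variance and separated the NET from the control samples. The second carried 8.29% and set both libraries numbered 1 apart from the other 4.

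NETs changed 5590 of the 12546 genes tested, or 44.6%. At an edgeR adjusted p below 0.05, 2792 genes were higher and 2798 were lower with NETs. Past the additional fold threshold of 0.58 on the log2 scale, 1679 were higher and 1488 were lower. The values of the 2 groups did not overlap for 54.7% of the genes tested, against 10% expected by chance.

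Mmp9, which encodes the secreted gelatinase matrix metalloproteinase 9 (NCBI gene 17395; mm10, chromosome 2, 164940326 to 164955850), showed the lowest adjusted p. It rose from 0.230 ± 0.077 CPM (SD, n = 3) in control cells to 863 ± 115 CPM (SD, n = 3) with NETs, a log2 fold change of 11.83 ± 0.22 (SE; edgeR adjusted p = 1.27e-09). Il31 had 0 counts in the control libraries and 70.1 ± 27.9 CPM with NETs, at least 439-fold higher against a floor of 3 counts per library. Il24 rose from 0.913 ± 0.854 to 129 ± 62 CPM. Its control mean leans on control sample 2, at 1.90 CPM against 0.468 and 0.374 CPM in control samples 1 and 3. Il10 rose from 1.02 to 116 CPM and Il13, a type 2 cytokine, from 1.42 to 146 CPM. Etv5, an ETS transcription factor induced by ERK signaling, rose from 4.28 ± 0.64 to 331 ± 46 CPM (log2 fold change 6.27 ± 0.16). The granzyme genes Gzme and Gzmd reached 24.5 and 30.5 CPM from 0.124 and 0.396 CPM; they belong to a family of similar genes between which reads can be split, so their separate levels are uncertain. Lhfpl1 reached 21.0 CPM. Ism1 also reached 21.0 CPM, and its control libraries held 3 counts in all, a ratio of 395 with an exact 95% counting interval of 135 to 1920.

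Among the genes named by the rule for their fold changes, the strongest fall was that of Xcl1, which encodes the chemokine that attracts cross-presenting dendritic cells (NCBI gene 16963; mm10, chromosome 1, 164931644 to 164935522). Its level was 57.3 ± 3.5 CPM in control cells and 0.467 ± 0.052 CPM with NETs (SD, n = 3), 121-fold lower (edgeR adjusted p = 3.92e-09). The gut-homing receptor gene Ccr9 fell from 47.5 to 0.780 CPM, 60.5-fold lower, and Cd7, a T cell surface receptor gene, was 31.3-fold lower. Klf2, a transcription factor that maintains naive T cells, fell from 102 ± 18 to 9.67 ± 2.50 CPM. Il18r1, a subunit of the interleukin 18 receptor, was 8.63-fold lower, and the phosphodiesterase gene Pde2a was 12.0-fold lower. Nsg2, Arl5c and Ifit1bl1 were 26.8-fold, 14.4-fold and 17.9-fold lower. Bcl2l11, which encodes the pro-apoptotic protein Bim (NCBI gene 12125; mm10, chromosome 2, 128126038 to 128162547), fell from 211 ± 9 to 28.6 ± 3.4 CPM, 7.37-fold lower (edgeR adjusted p = 7.62e-08).

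The study asked whether NETs drive CD8+ T cells toward apoptosis and displayed 11 apoptosis genes for these samples. Its evidence also included flow cytometry of dying cells and viability assays, which transcript levels do not measure. Of the 11 genes, 7 rose, 2 fell and 2 did not pass the test, both over all genes tested and adjusted over the list alone. Because the list was chosen on these samples, it is not independent evidence of a direction. Bid and Cycs, which act at the mitochondrial step of apoptosis, rose with log2 fold changes of 0.68 ± 0.09 and 0.51 ± 0.09. The lysosomal protease genes Ctsd and Ctsl rose by 0.78 and 0.62 on the log2 scale, and Dab2ip, a scaffold in stress kinase signaling, rose from 3.97 to 16.8 CPM. The anti-apoptotic gene Bcl2l1, which encodes Bcl-xL, also rose, from 70.6 ± 8.2 to 236 ± 23 CPM (SD, n = 3; log2 fold change 1.74 ± 0.11). Mcl1, another anti-apoptotic gene, fell from 469 ± 15 to 322 ± 11 CPM (log2 fold change -0.54 ± 0.08).

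Bax was 110 ± 29 CPM in control cells and 142 ± 37 CPM with NETs (SD, n = 3; log2 fold change 0.37 ± 0.21, edgeR adjusted p = 0.168). Bbc3, which encodes Puma, was 14.7 ± 6.1 and 21.1 ± 8.0 CPM (log2 fold change 0.52 ± 0.30, edgeR adjusted p = 0.187). For both genes the libraries numbered 1 were the highest of their group, with 144 CPM of Bax in control sample 1 and 185 CPM in NET sample 1. Without control sample 1 both genes passed the edgeR test, with log2 fold changes of 0.61 (adjusted p = 0.021) and 0.92 (adjusted p = 0.0176). Without both libraries numbered 1 they also passed (adjusted p = 0.00975 and 0.00664), whereas without NET sample 1 alone neither did (adjusted p = 0.545 and 0.637).

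Bcl2, the founding anti-apoptotic gene (NCBI gene 12043; mm10, chromosome 1, 106538176 to 106714290), was listed at 530 ± 29 CPM in control cells and 91.8 ± 24.8 CPM with NETs (SD, n = 3; log2 fold change -2.53 ± 0.18, edgeR adjusted p = 2.72e-06). The deposited counts and FPKM values of Bcl2 were identical in all 6 samples to those of Itgb7, which encodes the integrin β7 subunit and lies on another chromosome (NCBI gene 16421; mm10, chromosome 15, 102215994 to 102233405). Among 12290 genes with at least 20 counts in a sample, only 1 other pair shared all values, the predicted genes LOC100044627 and LOC100862455, whose coordinates overlap. The fall listed for Bcl2 therefore cannot be assigned to Bcl2 from these tables. With Bcl2 left out, 1 of the study's genes fell and 7 rose.

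**Figure D1:**
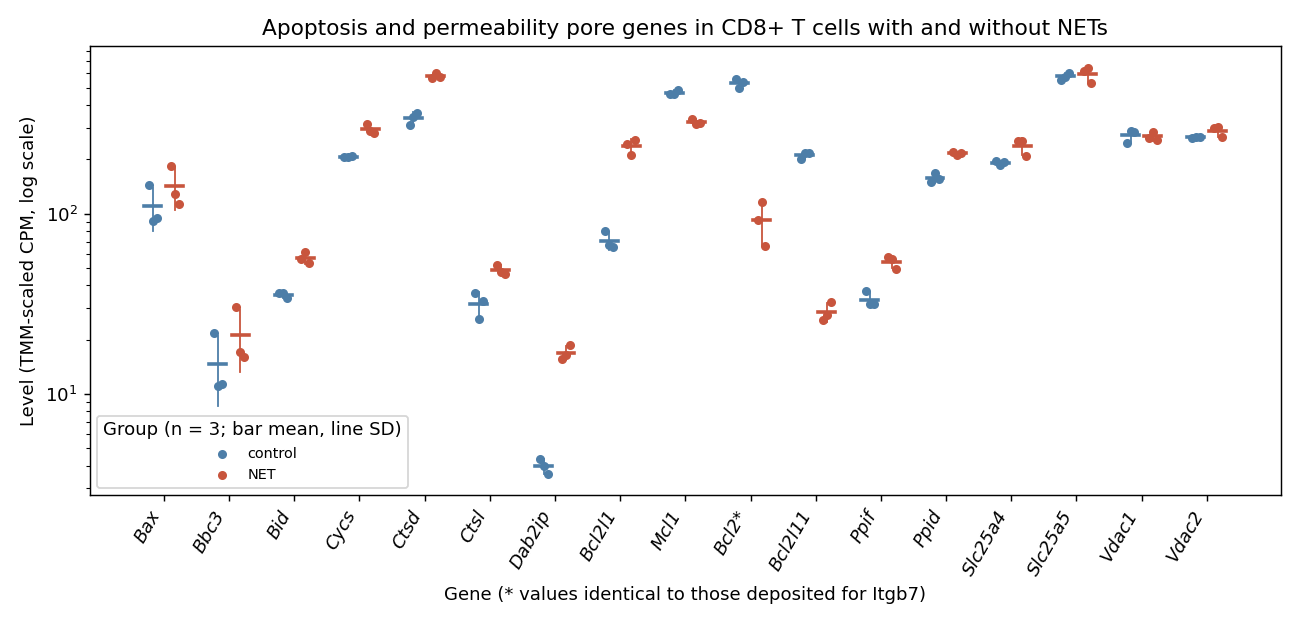
Levels of apoptosis and permeability pore genes in each library, as TMM-scaled CPM on a log axis, for control and NET samples; horizontal bars are means and vertical lines SDs (n = 3). Bcl2l1 lies at 236 CPM with NETs against 70.6 CPM without, Bcl2l11 at 28.6 against 211 CPM, and the values shown for Bcl2 are the ones also deposited for Itgb7.

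Broader lists of the apoptosis machinery went both ways, and camera did not call them. Of 10 tested pro-apoptotic BCL2 family genes, 1 rose and 4 fell; Bid rose, whereas Bcl2l11, Bmf, Pmaip1 and Bik fell. Among 12 anti-apoptotic genes 5 rose and 3 fell (5 and 2 of 11 without Bcl2), with Bcl2a1d and Bcl2a1b, near-identical copies whose reads can be split, at log2 fold changes of 1.17 and 1.15 and Xiap at -0.48. Of 14 caspase and apoptosome genes 6 rose, including Casp1 and Casp8, and 2 fell, Casp2 and Casp9. Among 13 death receptor genes 3 rose and 3 fell. Tnf rose from 32.5 to 180 CPM, whereas the death ligand genes Fasl and Tnfsf10 fell with log2 fold changes of -3.35 and -1.25. The camera adjusted p of these 4 lists was 0.513, 0.751, 0.491 and 0.751. Adjusted over the list alone, the counts were 1 and 4, 5 and 3, 6 and 3, and 3 and 3. Of the 12 permeability pore genes 6 rose and 0 fell (6 and 0 adjusted over the list alone; camera adjusted p = 0.0948). Ppif, which encodes the pore regulator cyclophilin D, rose from 33.4 ± 3.2 to 54.2 ± 4.2 CPM (log2 fold change 0.70 ± 0.10), Ppid by 0.46 and Slc25a4, the adenine nucleotide translocator gene Ant1, by 0.32 on the log2 scale. Slc25a5, Vdac1 and Vdac2 did not pass the edgeR test, with log2 fold changes of 0.05, -0.02 and 0.13. Hk2 and Hk1, which rose by 1.48 and 0.30 on the log2 scale, are members of both this list and the glycolysis list.

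Targets of p53 were called higher by camera (adjusted p = 0.0259, adjusted p = 0.344 with an estimated correlation), with 12 of 20 higher and 3 lower, over all genes and adjusted over the list alone. Cdkn1a, the cell cycle inhibitor p21, rose from 222 ± 27 to 554 ± 63 CPM, Perp from 4.96 to 13.6 CPM and Mdm2 from 168 to 294 CPM; Btg2, Trp53inp1 and Pmaip1 fell. Camera called the study's list higher at an adjusted p of 0.0238 (adjusted p = 0.344 with an estimated correlation). That list was chosen on these samples and mixes pro- and anti-apoptotic genes, so its call is no independent evidence and gives no apoptotic direction.

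Of 30 mitosis genes 27 fell and 0 rose (27 and 0 adjusted over the list alone; camera adjusted p = 1.62e-07, adjusted p = 0.369 with an estimated correlation). Mki67, the proliferation marker, fell from 1889 ± 168 to 832 ± 104 CPM (SD, n = 3), Nusap1 from 307 to 135 CPM and Cenpf from 258 to 120 CPM. Of 30 DNA replication genes 10 fell and 2 rose, Ccne1 and Tk1 (8 and 2 adjusted over the list alone). The camera adjusted p was 0.0432, and the call was lost with fry (adjusted p = 0.112), without control sample 3 (adjusted p = 0.0601) or NET sample 3 (adjusted p = 0.193) and with an estimated correlation (adjusted p = 0.669). Over its alternatives the adjusted p of this list reached 0.669.

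Genes of naive and central memory T cells fell as a group. Of 20 members 13 fell and 5 rose, likewise when adjusted over the list alone (camera adjusted p = 0.00119, adjusted p = 0.344 with an estimated correlation). Tcf7, the transcription factor TCF-1, fell from 565 ± 53 to 89.1 ± 11.5 CPM, and S1pr1 and Klf3 fell with log2 fold changes of -2.82 and -2.59. Those that rose included Igfbp4, Lef1, Satb1 and Il7r. Of 22 T cell receptor complex genes 14 fell and 4 rose, also when adjusted over the list alone (camera adjusted p = 0.025, adjusted p = 0.369 with an estimated correlation). Cd8a fell from 1222 ± 86 to 817 ± 51 CPM, Cd3d from 247 to 144 CPM and Cd3e from 314 to 201 CPM, whereas those that rose included Lcp2, Cd5 and Cd6. In the same 3 NET libraries the markers of B cells were higher, with a median log2 fold change of 2.42.

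Lists for effector function, activation and inhibitory receptors changed in both directions and were not called by camera. Of 27 effector genes 13 rose and 9 fell (14 and 9 adjusted over the list alone; camera adjusted p = 0.523). Prf1, the pore-forming perforin gene, rose from 32.8 ± 8.4 to 172 ± 26 CPM, Id2 from 110 to 565 CPM and Gzmb from 3200 to 4299 CPM. Ctsw, Nkg7, Ccl5 and Klrk1 fell, with log2 fold changes of -2.20, -1.10, -2.46 and -1.68. Ifng was 31.6 ± 4.7 and 39.1 ± 21.7 CPM and did not pass the edgeR test (adjusted p = 0.453). Of 30 activation genes 12 rose and 11 fell, also when adjusted over the list alone (camera adjusted p = 0.891). Dusp6, Fosl2, Cd69, Junb and Cd44 rose, with Dusp6 at 27.0 ± 0.5 and 480 ± 38 CPM, whereas Nr4a3, Nr4a1 and Egr1, immediate early genes, fell with log2 fold changes of -2.05, -1.87 and -1.47. Of 17 inhibitory receptor and exhaustion genes 4 rose and 10 fell (4 and 10 adjusted over the list alone; camera adjusted p = 0.117). Havcr2 and Tox2 rose, and Lag3, Pdcd1 and Ctla4 fell with log2 fold changes of -1.07, -1.15 and -1.09. Cytokine receptor and JAK-STAT genes were split, with 10 of 28 higher and 9 lower (10 and 9 adjusted over the list alone; camera adjusted p = 0.831).

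Of 23 inflammatory cytokine and mediator genes 14 rose and 2 fell, Il17a and Ccl3, also when adjusted over the list alone (camera adjusted p = 0.000251, adjusted p = 0.369 with an estimated correlation). Besides Mmp9 and Tnf, Lif rose from 67.4 ± 19.3 to 500 ± 118 CPM, Csf2 from 3.37 to 60.2 CPM and Ccl2 from 0.516 to 8.09 CPM. Mmp9 is also a member of the mature neutrophil list. Of 20 NF-κB genes 13 rose and 2 fell, Nfkbiz and Rel, with the same counts adjusted over the list alone (camera adjusted p = 0.0016, adjusted p = 0.372 with an estimated correlation). Traf1 rose from 121 to 242 CPM, Bcl3 from 34.0 to 76.7 CPM and Nfkb1 from 310 to 502 CPM. In the same NET libraries the median log2 fold change was 1.91 for mature neutrophil genes, 1.20 for dendritic cell genes and 1.1 for macrophage genes. Interferon-stimulated genes were not called (camera adjusted p = 0.124), with 14 of 29 lower and 4 higher (14 and 5 adjusted over the list alone). Among them Gbp3 and Ifit3 fell with log2 fold changes of -1.69 and -1.89, whereas Oasl2, Isg20, Ifi44 and Ifih1 rose with 2.12, 1.76, 1.09 and 0.49. Of 14 DNA sensing genes 5 rose and 5 fell (5 and 6 adjusted over the list alone; camera adjusted p = 0.473). Cgas, the cytosolic DNA sensor gene, fell from 31.5 ± 2.4 to 14.0 ± 0.2 CPM.

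Of 19 glycolysis genes 13 rose and 0 fell (13 and 0 adjusted over the list alone; camera adjusted p = 0.000251, adjusted p = 0.344 with an estimated correlation). The glucose transporter genes Slc2a3 and Slc2a1 rose from 221 to 523 CPM and from 104 to 192 CPM, and hexokinase 2 (Hk2) from 131 ± 15 to 368 ± 47 CPM. Of 18 hypoxia-inducible factor targets 8 rose and Kdm3a fell (10 and 1 adjusted over the list alone; camera adjusted p = 0.0016, adjusted p = 0.272 with an estimated correlation). Egln3 rose from 32.1 to 97.9 CPM. Genes of the unfolded protein and integrated stress response were higher, with 18 of 23 higher and Trib3 lower (20 and 1 adjusted over the list alone; camera adjusted p = 1.12e-05, adjusted p = 0.272 with an estimated correlation). Hspa5, the chaperone BiP, rose from 699 ± 35 to 1258 ± 47 CPM and Hsp90b1 from 1079 to 2011 CPM. In the same libraries 6 of 7 plasma cell genes rose, with a median log2 fold change of 0.89, and Xbp1 is a member of both lists. Of 12 heat shock genes 7 rose and Hspa4l fell (8 and 1 adjusted over the list alone; camera adjusted p = 0.0277, adjusted p = 0.344 with an estimated correlation). Arginine, proline and polyamine genes rose in 14 of 21 cases and fell in 0 (16 and 0 adjusted over the list alone; camera adjusted p = 0.000124, adjusted p = 0.272 with an estimated correlation). They included Odc1, the first enzyme of polyamine synthesis, at 315 ± 9 and 552 ± 13 CPM.

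Of 30 lysosomal genes 20 rose and 6 fell, including Npc2, Tfeb, Hexa, Man2b1 and Ctsc (20 and 8 adjusted over the list alone; camera adjusted p = 0.0192, adjusted p = 0.313 with an estimated correlation). In the same libraries 11 of 15 macrophage genes rose, with a median log2 fold change of 1.1, and Cd68 is a member of both lists. Of 27 ferroptosis, iron and antioxidant genes 12 rose and 4 fell, also when adjusted over the list alone. Slc39a14, a metal transporter gene, rose from 42.9 to 157 CPM, and Nqo1, Nfe2l2, Gclc and Gclm fell. The camera adjusted p of this list was 0.0447. The call was lost without control sample 3 (adjusted p = 0.0601) or NET sample 2 (adjusted p = 0.0645) and with an estimated correlation, where its adjusted p was highest at 0.344. Cholesterol synthesis genes were not called, with 9 of 22 higher and Dhcr7 lower (9 and 1 adjusted over the list alone; camera adjusted p = 0.0628). Of 49 nuclear oxidative phosphorylation genes 3 passed the test upward and 0 downward, and of 46 ribosomal protein genes 1 and 0. Adjusted over the list alone, 0 of either list passed edgeR's test, and the camera adjusted p was 0.711 and 0.473.

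**Figure D2:**
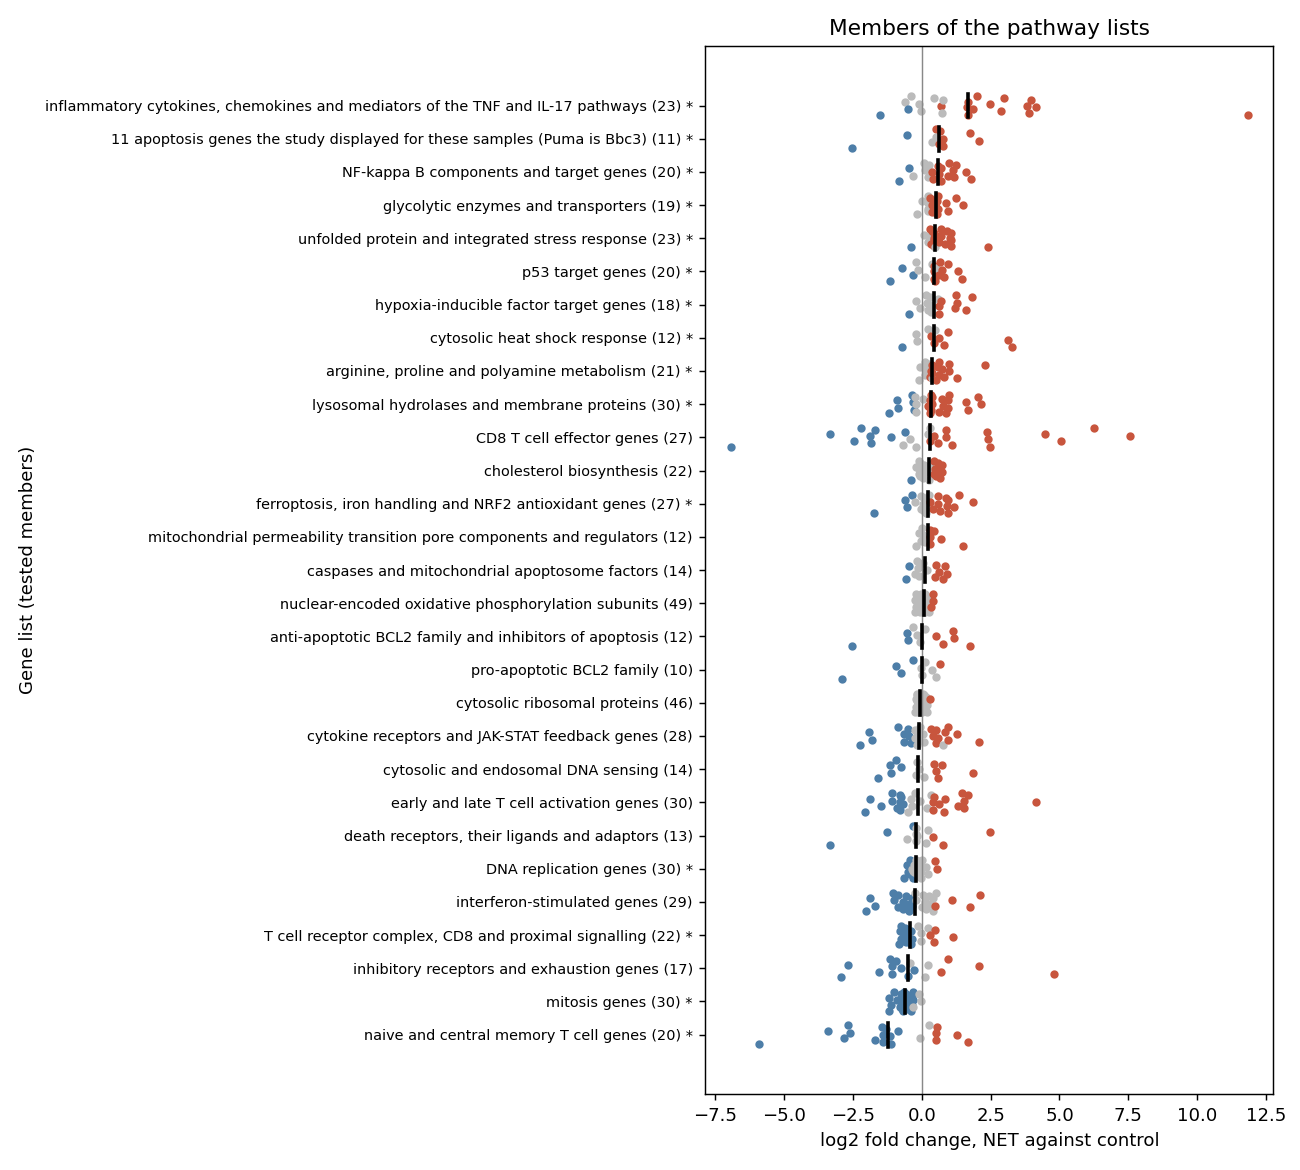
Each point is the log2 fold change of a tested member of a pathway list, NET against control (n = 3 in each group); red and blue points passed the edgeR test upward and downward, gray points did not, black bars are medians and an asterisk marks lists called by camera with the preset correlation. All 30 mitosis genes lie below 0, 27 of them past the test, and glycolysis genes lie mostly above it, with 13 of 19 past the test upward.

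Markers of other cell types were also compared, since spleen cells of other types or material from neutrophils could enter the cultures. Of 12 B cell genes 11 rose (12 adjusted over the list alone), with a median log2 fold change of 2.42 (camera adjusted p = 4.27e-07, adjusted p = 0.344 with an estimated correlation). Their levels were low: Cd22 rose from 4.05 ± 0.85 to 39.4 ± 11.4 CPM and Cd79a from 4.87 ± 0.58 to 28.7 ± 5.0 CPM (SD, n = 3). Of 7 plasma cell genes 6 rose (7 adjusted over the list alone; camera adjusted p = 0.00276, adjusted p = 0.272 with an estimated correlation), and the immunoglobulin joining chain gene Jchain rose from 5.72 to 28.5 CPM. Of those that rose, Irf4 is also a member of the T cell activation list and Prdm1 of the effector list. Of 12 dendritic cell genes 7 rose and Itgax fell, also when adjusted over the list alone (camera adjusted p = 0.00789, adjusted p = 0.369 with an estimated correlation). The most abundant were the MHC class II pathway genes Cd74, at 41.4 and 151 CPM, and H2-Aa, at 23.1 and 90.7 CPM. H2-Ab1 and H2-Eb1 of that pathway also rose, whereas Flt3, Ccl22, Fscn1 and Bst2 did not pass the edgeR test. Of 15 macrophage genes 11 rose and Mertk fell (12 and 1 adjusted over the list alone; camera adjusted p = 0.000928, adjusted p = 0.369 with an estimated correlation). Gpnmb was the most abundant, at 18.6 and 43.6 CPM.

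Of 13 mature neutrophil genes 10 rose and 0 fell, and of 8 neutrophil granule genes 4 rose and 0 fell, with the same counts adjusted over each list alone. The camera adjusted p was 4.02e-05 and 0.0154, and for both lists the adjusted p was 0.344 with an estimated correlation. Apart from Mmp9 these genes were low. S100a8 and S100a9, the most abundant transcripts of mature neutrophils, reached 4.29 ± 0.50 and 2.88 ± 0.74 CPM from 0.123 and 0.106 CPM, and Lcn2 reached 9.68 ± 7.01 CPM. Lists of other cell types were not called by camera. With NETs 4 of 13 monocyte genes rose and 3 fell (4 and 3 adjusted over the list alone; camera adjusted p = 0.964), and the most abundant, Plac8 and Ly6c2, did not pass the edgeR test, at 314 and 234 CPM and at 201 and 232 CPM without and with NETs. For natural killer cells 2 of 4 rose (2 adjusted over the list alone; adjusted p = 0.193), for erythroid cells 2 of 3 (2; 0.0578) and for mast cells and basophils 5 of 10 rose and 2 fell (5 and 2; 0.27). For CD4 and regulatory T cells 3 of 11 rose and 5 fell (4 and 5; 0.424), for platelets 1 of 5 rose and 1 fell (1 and 1; 0.964), and for stromal and endothelial cells 0 of 7 rose and 1 fell (0 and 1; 0.869).

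**Figure D3:**
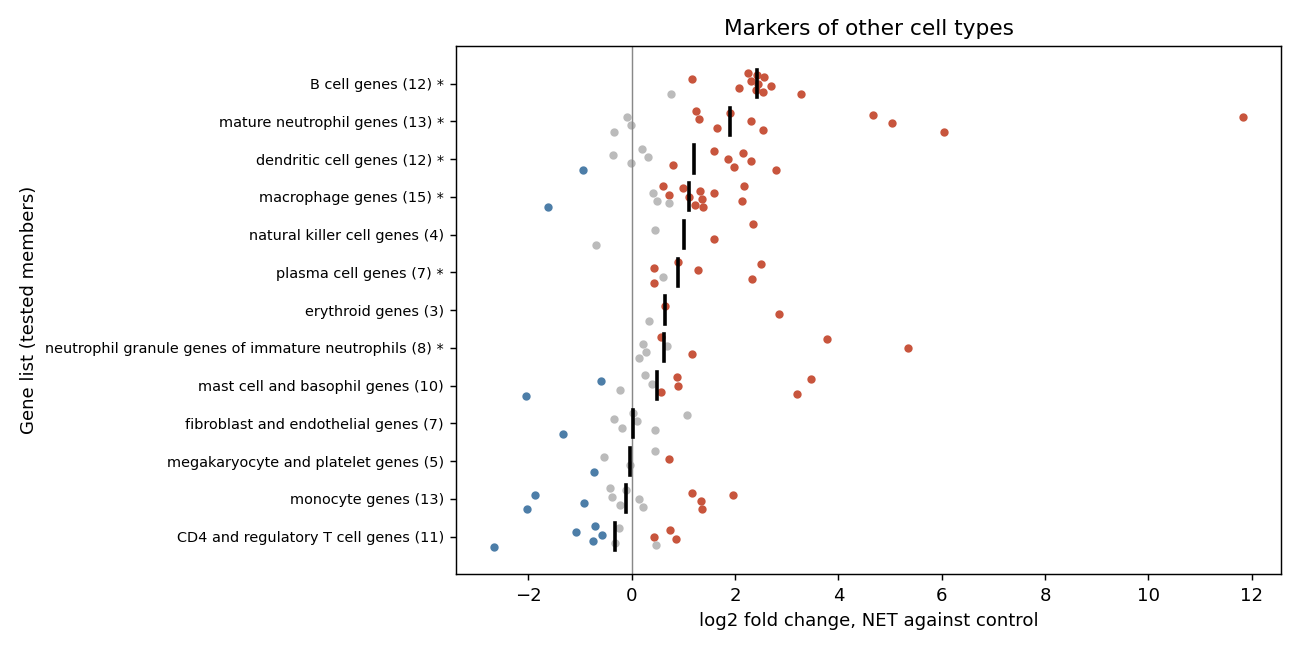
Log2 fold changes, NET against control (n = 3 in each group), of tested markers of other cell types, drawn with the same colors, median bars and asterisks as the pathway lists. B cell genes cluster around a median of 2.42, and Mmp9 lies at 11.83 in the mature neutrophil list while the markers of monocytes have a median of -0.12.

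In total camera called 17 lists higher and 4 lower at the preset correlation. The 17 include the study's list, which was chosen on these samples. With a correlation estimated from these samples camera called 0 of 42 lists, the lowest adjusted p being 0.272, with 5 lists at an unadjusted p below 0.05, whereas fry called 31. For early and late activation genes the median log2 fold change (-0.16) and the mean (0.06) differed in sign, as they did for monocyte genes (-0.12 and 0.02) and for stromal and endothelial genes (0.02 and -0.03). Fry pointed upward for death receptor genes, with a median of -0.19, and for activation genes, and downward for stromal and endothelial genes, against the sign of each median.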

Values the study reported

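The study stated that CD8+ T cells from mouse spleens were kept with or without NETs at 10 μg/ml for 48 h for RNA sequencing.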

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

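The fit without both libraries numbered 1 and the results without Bcl2 were chosen after seeing the data; the other alternatives were planned. Across other scalings, filters, tools and units the count of higher genes lay between 2758 and 3147 and that of lower genes between 2486 and 2789, against 2792 and 2798. Leaving out each library gave 2231 to 2901 higher and 2104 to 2893 lower genes, and leaving out both libraries numbered 1 gave 2970 and 2933. Past the fold threshold the lowest counts came from log2(FPKM + 1), 1155 higher and 996 lower, where the added 1 shrinks the fold changes of low genes. No scaling moved the median of all genes by more than 0.0472 on the log2 scale or the share of higher calls by over 10 percentage points. With the replicate number as a block 3484 genes were higher and 3534 lower, 17 and 4 lists were called, and 9 of the study's apoptosis genes rose, with Bax (adjusted p = 0.00121) and Bbc3 (adjusted p = 0.000738) past the edgeR test. Samples that share a number correlated in their deviations from the group means at 0.43, 0.14 and 0.045, and those numbered 2 and 3 correlated better with each other's number, so the numbers were not taken as pairs. The 20 genes named for their fold changes kept their direction and their side of the threshold under DESeq2, the block and each left-out library. The calls of the gene lists depended on the correlation between genes: with an estimated correlation camera called 0 lists higher and 0 lower against 17 and 4, and fry, a different kind of test, called 23 and 8. Without single libraries 16 to 19 lists were called higher and 3 to 5 lower. Leaving out Bcl2 reduced the study's falling apoptosis genes from 2 to 1, since Bcl2 was among them. The camera adjusted p of that list, which was chosen on these samples, became 0.00291. At these depths 36 of 50 simulated changes of 1.5-fold were recovered. The simulation changed far fewer genes than passed in these data, which makes its adjusted threshold stricter, so its recovery can understate theirs. Smaller differences can still go uncalled.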

Other observations

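The genes of the next 2 paragraphs and every test on Mmp9, B cells and Bcl2 were chosen after the results that prompted them were seen; the ERK output, pro-B and pre-B genes and the shared stretch were fixed before their own values were.

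The genes of this paragraph were picked out by their values and not tested as a group. Il5 was at 0.519 ± 0.319 CPM in control cells and 8.14 ± 2.84 CPM with NETs (SD, n = 3; log2 fold change 3.96 ± 0.40), Il4 at 0.230 and 2.60 CPM, Il3 at 0.376 and 5.58 CPM and Il21 at 0.678 and 3.42 CPM. Lta, which encodes lymphotoxin α, rose from 40.8 ± 7.4 to 946 ± 172 CPM, and Spp1, which encodes the secreted glycoprotein osteopontin, from 10.1 to 383 CPM. The nuclear receptor genes Rxra and Pparg rose from 18.1 to 413 CPM and from 0.585 to 14.9 CPM. Il2 was 1.06 ± 0.56 and 0.747 ± 0.476 CPM and did not pass the edgeR test (adjusted p = 0.463).

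Some adhesion and chemokine receptor genes were picked out by their values too, and Ccr2 among them is also counted in the monocyte list. The integrin genes Itga4 and Itgae, which encode the partners of integrin β7, fell from 219 ± 42 to 33.1 ± 4.3 CPM and from 71.6 ± 10.5 to 13.4 ± 0.5 CPM (SD, n = 3), and the chemokine receptor gene Cxcr4 fell from 45.7 to 17.5 CPM. Selp, which encodes the adhesion molecule P-selectin, rose from 2.80 ± 0.21 to 125 ± 11 CPM. Ccr4, Cxcr6 and Ccr2 rose with log2 fold changes of 1.71, 1.70 and 1.34.

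The number of changed genes and of called lists was set against the 10 ways to split the 6 samples into 3 and 3. Only 1 split, the real one, called 5590 genes, and the highest count of any other split was 0 with edgeR, where at an unadjusted p below 0.05 the other splits gave 14 to 706 genes. Likewise 1 split called 21 lists, but the highest of the other splits called 16 with camera at the preset correlation. With 10 splits the share cannot fall below 0.05. Each other split also mixes NET and control samples on both sides. The NET difference then widens the spread within sides and in part remains between them, so neither count measures chance.

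The identical values of Bcl2 and Itgb7 bear on a central apoptosis gene. Reads shared between similar transcripts are argued against, because the longest stretch that coding transcripts of the 2 genes have in common, on either strand, was 12 bases. Count and FPKM together imply a transcript of 2632 bases. The full Itgb7 transcript is 51 bases longer than that, within the quartiles of 11 and 195 bases for 74 single-transcript genes of like length, whereas the Bcl2 transcripts are 209 and 4559 bases longer, the former only just outside. A candidate explanation is therefore that the values are those of Itgb7 entered for Bcl2 as well, but the level of Bcl2 itself stays open.

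As the source of Mmp9, neutrophil RNA or cells carried with the NETs are argued against, since S100a8, far more abundant in neutrophils, was at most 0.00643 times the CPM of Mmp9 in the 3 NET libraries. A hypothesis is that protein kinase C and ERK signaling was engaged, as PMA left from making the NETs would do, although the medium was discarded before the NETs were rinsed off. Of 6 output genes of ERK signaling not looked at before, 5 were measured well enough to test, all 5 rose, and their median log2 fold change was 2.41, with Spry4 at 4.02 and Etv4 at 3.22. Not all genes that ERK can induce rose, as the immediate early genes Egr1, Fos and Egr3 fell with log2 fold changes of -1.47, -1.10 and -0.81. The same values would follow if a NET component itself activated ERK, and no culture with PMA alone is among the 6, so both stay open.

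The rise of B cell genes was weighed in the same way. A loss of T cells that raises every other cell type alike is argued against, for the markers pooled here. The B cell median exceeded that of 88 markers of the other non-T cell types by 1.75 on the log2 scale. The quartiles were 2.20 to 2.54 for B cell genes and -0.0277 to 1.60 for the pooled markers. Nr4a1 (-1.87) and Gzma (-0.70) of that pool, also in the T cell lists, would not rise with a loss of T cells. Among 88 markers they are too few to bring the pooled quartiles to those of B cell genes. The gap therefore argues against a like rise of all these types. Other markers that T cells may express, such as the abundant Plac8 and Ly6c2, were not taken out of the pool. Pro-B and pre-B cells of the marrow brought with the NETs are argued against by 3 of their 7 marker genes, Vpreb1, Rag2 and Dntt, which alone had values and reached at most 0.0114 times the CPM of Cd79a. A larger share of B cells left by the CD8+ T cell isolation, a step that would remove them, could give the median log2 fold change of 2.42 over 12 B cell genes. Cd79a was at 28.7 CPM and Cd74, counted here as a dendritic cell gene, at 151 CPM. No level in pure B cells was at hand, so the size of that share was not estimated. Mature B cells brought with the NETs, which the isolation of neutrophils and the centrifugation of the NETs would mostly remove, and a better survival of B cells with NETs were not tested and stay open.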
